A study of Mus musculus with 8 samples.

How the data were processed

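The series holds MeRIP-seq libraries of PA and RO cells from WT and Alkbh5 KO mice, 1 input and 1 immunoprecipitated sample per genotype and cell fraction, 8 samples in all. Per the labels' protocols, total RNA was extracted with TRIzol, fragmented with zinc chloride to between 100 and 200 nt, immunoprecipitated with a polyclonal antibody against m6A, and made into libraries with the NEBNext Ultra II RNA kit. The samples were assigned to groups by their titles.

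The authors deposited a table of whole-number gene counts for the 4 input libraries under Ensembl identifiers, which are not normalized. Neither the header nor the labels name the aligner, the counting tool, the genome build, the annotation or the handling of duplicate reads, strand and reads shared between genes, so that values of pseudogenes and overlapping genes are uncertain. The totals of the table, between 9921365 and 13147239 counts per library, were taken as the depth. Counts of the immunoprecipitated libraries were not analysed here.

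The authors deposited 4 peak lists. Per the file headers each peak has a strand, exon blocks, a log10 p-value, a log10 false discovery rate, a fold enrichment of the immunoprecipitated over the input library, a feature class, a gene name and a gene class; a score column holds the p-value itself, as its values show. The peak caller, its settings and the build are not named in them. The fold is a ratio that depends on the depth of each pair of libraries, so folds of single peaks were compared only within a list. The alternative limit of a fold of at least 5 was applied to both lists of a ratio of peak numbers, so that ratio carries this dependence. Each list is named for a genotype and cell fraction, and this name alone assigned it. As a check, the genes with a peak in 1 list only were followed in the 4 libraries; these genes were highest in the library of the same name for the WT PA, WT RO and KO RO lists, and highest in KO RO, ahead of KO PA, for the KO PA list (median deviations from the mean of the gene 0.09 and 0.05 on the log2 scale).

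Gene symbols were taken from the peak lists, which pair 8733 of the 53465 identifiers with a symbol; genes without a peak in any list have no symbol here. The named genes took 63.6% to 67.5% of the counts of a library. For this reason the targeted gene Alkbh5 was not analysed here, so that the genotype labels were not checked on its counts. The given RefSeq gene table (GRCm38.p6) carries no Ensembl identifiers for these genes and named none; 98.4% of the 33189 peaks whose symbol and chromosome it holds overlapped the gene of that symbol in it, and none of its coordinates are printed.

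Counts were scaled with TMM factors (edgeR 4.0.16 in R 4.3.3), which were 0.891 for WT PA, 1.09 for KO PA, 0.954 for WT RO and 1.08 for KO RO, and turned into log2 CPM, counts scaled to a common library size, with a prior count of 2. Genes with a CPM of at least 1 in either library of a comparison were kept. With 1 library per group there is no test within a comparison, and no fit over all libraries was run. The number of genes with a log2 ratio of at least 1 in size is given. Where a library had 3 counts or fewer for a named gene, the fold was computed against 3 counts. It is a lower bound for the ratio of the observed counts, equal to it at 3 counts, and leaves out counting error. Of the genes past 2-fold, 3882 in PA and 3764 in RO had 3 counts or fewer in 1 of the libraries. Ratios carry exact binomial and shares Wilson 95% intervals, which cover counting error only; for a difference of shares the Wilson limits were combined by the method of Newcombe. The median log2 ratio of a gene list was placed among 10000 random lists of the same size drawn within 20 bins of mean expression; for lists of marker genes the random genes also had a symbol. Simulated libraries with 200 genes changed by known factors were used to check the scripts, and all 200 were recovered in both cell fractions. These genes had a pooled CPM of at least 10, were changed by a log2 ratio of 2 either way and carried counting error only. Their recovery past 2-fold therefore does not tell how well such changes are found in the real libraries, whose ratios spread far more.

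The excess of the spread of ratios over counting error was measured in ranges of summed counts. The robust SD (scaled median absolute deviation) of the log2 ratios with a prior of 0.5 was set against that of counts redrawn from a binomial distribution with the summed count of each gene, and the squared ratio is the factor given. The smallest factor over all ranges and comparisons, 15.7, was used to divide counts, and in an alternative the factor of the same comparison and range (that of 20 to 40 counts for smaller sums).

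Peaks were compared by their exon blocks on the same strand with a minimum overlap of 1 bp; the overlap code was checked against bedtools 2.31.1. Other steps used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.

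Named genes followed a rule set before the data were examined: for each cell fraction the 5 highest and 5 lowest genotype ratios among genes with a symbol, a CPM of at least 10 in the higher library and a count in all 4 libraries, and for each peak list the 3 peaks with the highest fold and the 3 with the highest fold without a counterpart in the other genotype. Malat1, Neat1 and ENSMUSG00000097971 were chosen after their values were seen. Lists of m6A enzymes and readers (13 of 21 members with a symbol), meiotic prophase (3 of 10), spermatid (5 of 10), Sertoli (4 of 10), Leydig (3 of 7), other somatic (5 of 13) and spermatogonial genes (4 of 8) were also set before. Members have a symbol here only if they carry a peak in some list, so the followed members are not a random part of each list.

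Alternatives set before the data were examined were DESeq2 1.42.0 size factors, upper-quartile factors and library totals as scaling; all genes with a count and a CPM of at least 10; a prior count of 0.5; a reciprocal overlap of 50%; sharing by gene; the upper part of each list by fold; the same number of best peaks per list; merged peaks; genes in place of peaks; a fold of at least 5; p-values 100 times smaller; 1 peak per gene; and shared peaks only. A false discovery rate under 0.05, alone and with a fold of at least 5, the restriction to genes with little difference in input, random lists from genes with a peak, and the division of counts by 15.7 or by the factor of each range were chosen after seeing the data.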

Results

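Methylated RNA immunoprecipitation sequencing (MeRIP-seq) maps N6-methyladenosine (m6A), a methyl mark on adenosines of RNA, by sequencing RNA fragments pulled down with an antibody against the mark next to the unselected fragments, called input. The series applied it to spermatogenic cells from testes of 12-week-old C57BL/6 mice that were wild type (WT) or lacked Alkbh5 (KO), the gene of an RNA demethylase that removes the mark. The sample labels name the cells PA and RO, and the series title names pachytene spermatocytes, which are in meiotic prophase, and round spermatids, which follow meiosis. The 8 samples formed 8 groups, 1 input and 1 immunoprecipitated sample for each genotype and cell fraction. With 1 library per group no difference below has a replicate check, no test across genes was made, and every value describes these libraries.

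Gene counts were analysed for the 4 input libraries and peak lists for the 4 pairs of immunoprecipitated and input libraries. The count table held 53465 Ensembl genes. Total counts were 13147239 in WT PA, 9921365 in KO PA, 12084838 in WT RO and 10152198 in KO RO. The 20 genes with the highest counts took 16.4% of the counts in WT PA, 11.8% in KO PA, 11.2% in WT RO and 11.8% in KO RO. Malat1 (ENSMUSG00000092341) was the gene with the highest count in WT PA, with 6.94% of that library. In the other 3 libraries the highest count belonged to ENSMUSG00000097971, for which the lists give no symbol, with between 4.24% (WT RO) and 5.92% (KO RO) of the counts.

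The precision of a ratio between libraries was measured first, because it limits the comparisons of counts. For genes with a summed count of 40 to 80 in the KO RO and KO PA libraries, the robust SD of the log2 ratios was 1.52, against 0.38 for counting error alone, so that the variance was 15.7 times that of counting error. The same factor was 24.8 for KO against WT in PA, 23.4 for KO against WT in RO and 23.7 for RO against PA in WT. At a summed count of 2560 or more the SD was 0.61, 0.56 and 0.39 in these 3 comparisons and 0.29 for RO against PA in KO. The 95% intervals below (exact binomial for ratios, Wilson for shares) cover counting error only and are therefore too narrow for ratios of gene counts.

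**Figure D1:**
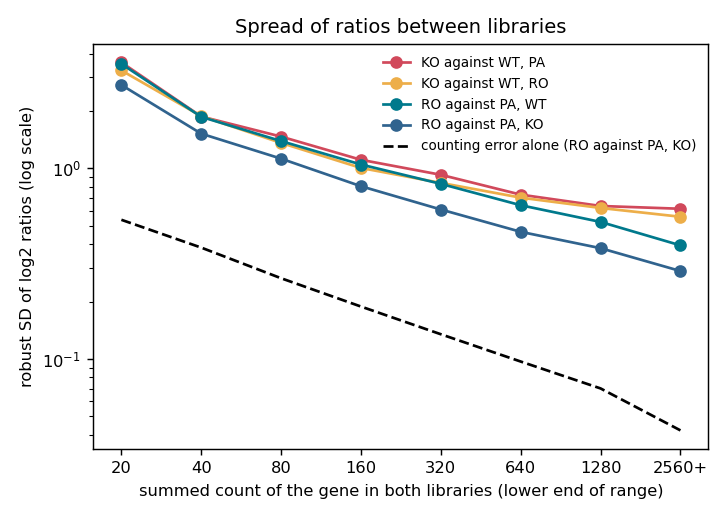
Robust SD of the log2 ratios between 2 input libraries (vertical axis, log scale) for genes grouped by their summed count in both libraries (horizontal axis). Each coloured line is a comparison and the dashed line is the SD that counting error alone gives; for RO against PA in KO the SD falls from 2.74 at 20 to 40 counts to 0.29 at 2560 counts or more, above the dashed line throughout.

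The peak lists address whether loss of the demethylase changes the m6A profile of each cell fraction. The fold enrichment, p-value and false discovery rate of each peak are the authors'. The lists held 7502 peaks in 4710 genes for WT PA, 9931 peaks in 6084 genes for KO PA, 9418 peaks in 5800 genes for WT RO and 8846 peaks in 5581 genes for KO RO. The ratio of KO to WT peak numbers was 1.32 in PA (1.28 to 1.36) and 0.939 in RO (0.912 to 0.967). Every listed peak had a p-value under 0.05, but the false discovery rate was 0.05 or more for 516 peaks of WT PA (6.88%), 214 of KO PA (2.15%), 1233 of WT RO (13.1%) and 313 of KO RO (3.54%). With peaks limited to a false discovery rate under 0.05, 8533 peaks remained in KO RO and 8185 in WT RO, so that the direction in RO changed, to a ratio of 1.04 (1.01 to 1.07). A fold of at least 5 in place of that limit gave 0.867 in RO (0.840 to 0.894), and both limits together 0.974 (0.943 to 1.01). In PA the ratio at a false discovery rate under 0.05 was 1.39 (1.35 to 1.43). The peaks covered 2128 kb of exonic sequence in WT PA, 3235 kb in KO PA, 2609 kb in WT RO and 2653 kb in KO RO.

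**Figure D2:**
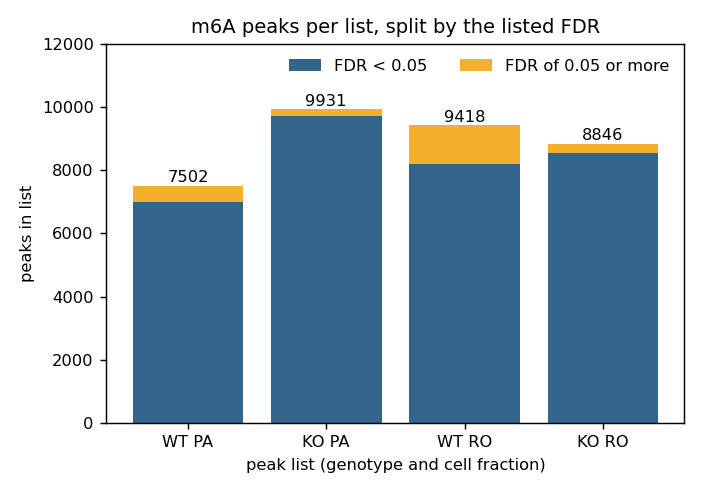
Number of m6A peaks (vertical axis) in the list of each genotype and cell fraction (horizontal axis), with 1 list per bar. Blue marks peaks with a listed false discovery rate (FDR) under 0.05 and yellow the others; the yellow part is largest in WT RO, with 1233 of 9418 peaks.

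In the authors' annotation, coding sequence held the largest share of the peaks of each list. This share was 56.4% in WT PA (55.3% to 57.5%), 55.2% in KO PA (54.2% to 56.2%), 49.8% in WT RO (48.8% to 50.8%) and 53.4% in KO RO (52.4% to 54.4%). The 3′ untranslated region held 20.7% of the peaks in WT PA, 21.8% in KO PA, 24.6% in WT RO and 24.0% in KO RO, and the 5′ untranslated region 2.84%, 3.70%, 3.82% and 3.09%. The class named only exon held 1498, 1908, 2045 and 1713 peaks. Of these, 44.4% in WT PA and 38.7% in WT RO lay in protein-coding genes, the others in pseudogenes, lincRNAs, antisense RNAs and further classes. The name alone does not place these peaks outside coding sequence and untranslated regions. A Mtmr12 peak of this class in KO PA ended at the same position as a KO RO peak classed as 3′ untranslated region. With the lists as named, the coding share was lower and the 3′ share higher in RO than in PA in both genotypes. An exchange of the KO names, described below, would reverse both differences in KO. The genotype differences that follow also take the lists as named, and such an exchange would change some of them. The difference in coding share between genotypes, KO minus WT, was −1.24 percentage points in PA, an interval of −2.73 to 0.245 that includes 0, and 3.64 points in RO (2.19 to 5.08). Among peaks with a false discovery rate under 0.05 it was −2.40 points in PA (−3.92 to −0.874), an interval without 0, and 1.93 points in RO (0.412 to 3.44). The 3′ share differed by 1.11 points in PA (−0.119 to 2.33) and −0.548 points in RO (−1.79 to 0.697), both within counting error. With the false discovery rate under 0.05 it differed by 1.98 points in PA (0.732 to 3.22), beyond counting error, and by 0.485 points in RO (−0.804 to 1.77). The 5′ share differed by 0.856 points in PA (0.322 to 1.38) and −0.736 points in RO (−1.27 to −0.206). The share of the class named only exon differed by −0.755 points in PA (−1.95 to 0.432) and −2.35 points in RO (−3.52 to −1.18). The latter was −1.75 points (−2.96 to −0.539) with a false discovery rate under 0.05.

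In PA, 79.7% of the WT peaks (78.8% to 80.6%) overlapped a KO peak by at least 1 bp on the same strand, and 56.6% of the KO peaks overlapped a WT peak. In RO, 55.9% of the WT peaks (54.8% to 56.9%) overlapped a KO peak and 58.9% of the KO peaks a WT peak. A reciprocal overlap of 50% moved the share of WT peaks in PA most, to 60.2%, and counting a peak as shared when its gene had a peak in the other list moved that in RO most, to 75.9%. Genes with a peak in KO and none in WT numbered 2116 in PA and 1734 in RO, and genes with a peak in WT and none in KO 742 and 1953. Between stages, 64.1% of the WT PA peaks overlapped a WT RO peak and 50.6% of the WT RO peaks a WT PA peak, whereas 70.0% of the KO PA peaks overlapped a KO RO peak and 81.1% of the KO RO peaks a KO PA peak. As a part of all sequence covered by either list, the sequence covered by both was 56.5% for KO PA and KO RO, 45.4% for WT PA and KO PA, 45.7% for WT PA and KO RO, and 35.5% to 35.7% for WT RO with each of the 3 other lists (35.6% with WT PA).

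**Figure D3:**
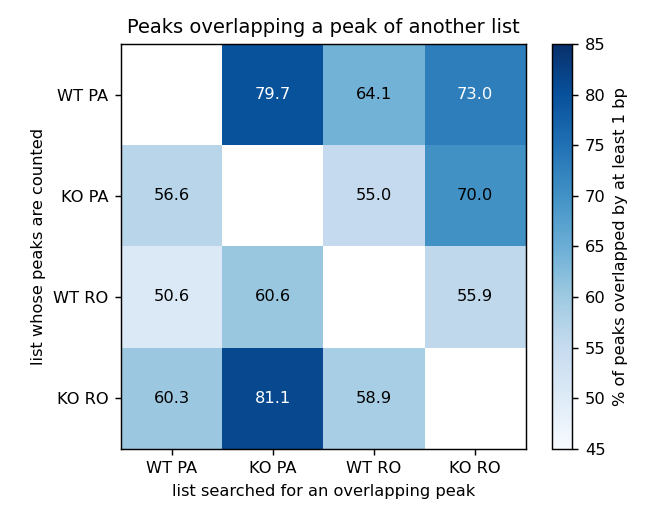
Percentage of the peaks of each list (rows) that overlap a peak of another list (columns) by at least 1 bp; 1 list per genotype and cell fraction. The highest values are 81.1% of KO RO peaks in the KO PA list and 79.7% of WT PA peaks in the KO PA list, the lowest 50.6% of WT RO peaks in the WT PA list.

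The authors' fold enrichment had a median of 11.7 in WT PA (quartiles 6.85 and 23.7), 13 in KO PA (7.71 and 24.8), 15.1 in WT RO (8.74 and 32.3) and 12.1 in KO RO (6.80 and 23.3). Within each list the peaks that overlapped a peak of the other genotype had the higher median fold. It was 13.2 for these and 9.49 for the others in WT PA, 18.8 and 9.40 in KO PA, 21.5 and 12.1 in WT RO, and 15.7 and 9.13 in KO RO. Of the WT peaks without a KO counterpart, 24.0% in PA and 24.6% in RO had a false discovery rate of 0.05 or more, against 3.90% and 6.60% of the KO peaks without a WT counterpart.

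The following positions count from 1 in the coordinates of the lists, which do not name their genome build. In the authors' deposited table for WT PA the peak with the highest fold lay in coding sequence of Togaram1 (chromosome 12, 64967333 to 64976749, + strand, 3 blocks with 781 exonic bp, fold 408), followed by peaks in coding sequence of Aff4 (chromosome 11, 53372299 to 53372659, fold 369) and Tcf20 (chromosome 15, 82851526 to 82852486, fold 332). In the authors' deposited table for KO PA they lay in coding sequence of Dmxl2 (chromosome 9, 54415493 to 54416092, fold 475) and Foxn3 (chromosome 12, 99388396 to 99388905, fold 401) and in an exon of Mtmr12 (chromosome 15, 12266730 to 12270242, fold 319). In the authors' deposited table for WT RO they lay in an exon of Tnrc6c (chromosome 11, 117721021 to 117723086, fold 1290), in the 3′ untranslated region of Ttc4 (chromosome 4, 106662496 to 106663035, fold 977) and in coding sequence of Tiparp (chromosome 3, 65528619 to 65532135, fold 822). In the authors' deposited table for KO RO they lay in an exon of Ppp1r2-ps3 (chromosome 19, 30538988 to 30539345, fold 396) and in the 3′ untranslated regions of Mtmr12 (chromosome 15, 12269972 to 12270242, fold 381) and Celsr2 (chromosome 3, 108391870 to 108392440, fold 370).

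Among peaks of 1 genotype only, the highest folds in the authors' deposited table for KO PA were 193 in Wdr60 (chromosome 12, 116248100 to 116255221, coding sequence), 136 in Tro (chromosome X, 150654648 to 150654977, coding sequence) and 124 in Gm6588 (chromosome 5, 112450523 to 112451086, coding sequence). For WT PA they were 194 in Tulp4 (chromosome 17, 6234065 to 6236456, stop codon), 110 in Gm12516 (chromosome 4, 55392376 to 55392701, exon) and 88 in Samd9l (chromosome 6, 3374625 to 3375135, coding sequence). For KO RO the authors' deposited table gave 245 in Gm340 (chromosome 19, 41584448 to 41585582, coding sequence), 236 in Itih5 (chromosome 2, 10251323 to 10251592, exon) and 183 in Fli1 (chromosome 9, 32423872 to 32426095, coding sequence). For WT RO it gave 449 in AC154760.1 (chromosome 14, 118983082 to 118983526, exon), and 436 for each of 2 nearly identical peaks in Kbtbd6, the longer one on chromosome 14 from 79452968 to 79453326. The input counts of these genes differed in size between the libraries. Wdr60 had 4259 counts in WT PA and 3979 in KO PA, Tulp4 had 3207 and 3498, Gm12516 had 28 and 0, and AC154760.1 had 39 in WT RO and 11 in KO RO.

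Input counts were then compared between genotypes. In PA, 10625 of 24331 genes with a CPM of at least 1 in either library differed at least 2-fold, 5780 higher and 4845 lower in KO. In RO, 10412 of 24763 genes did, 5722 higher and 4690 lower. Most of these genes had few counts. Among genes with a CPM of at least 10 in either library, 3318 of 12575 differed 2-fold in PA (1665 higher, 1653 lower) and 3092 of 12567 in RO (1487 higher, 1605 lower). Counting error alone, simulated for unchanged genes, put 303 of 22411 simulated genes past 2-fold in PA and 267 of 22808 in RO at a CPM of at least 1, and 0 of 11291 and 0 of 11347 at a CPM of at least 10. With every count divided by 15.7, the smallest excess of the variance over counting error, the interval of the ratio excluded 0 for 2198 of the genes past 2-fold in PA and 2064 in RO. With the factor of the same comparison and range of summed counts, which real differences between the libraries also raise, it did so for 343 in PA and 494 in RO. Of the genes named below it did so for 3 of 10 in PA and 7 of 10 in RO.

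Genotype ratios were related between the cell fractions. Across 13677 genes with a CPM of at least 10 in some library, the log2 ratios KO over WT in PA and in RO had a Pearson r of 0.52 and a Spearman rho of 0.53. Across 27369 genes with a CPM of at least 1 they were 0.22 and 0.27, and unchanged libraries simulated with counting error gave an r of 0.01. No library entered both ratios. These are correlations across genes, and genes are not independent replicates. At a CPM of at least 10, both KO libraries lay at least 2-fold above both WT libraries for 464 genes and at least 2-fold below both for 572. The same criterion separated the RO from the PA libraries for 212 genes. It separated the crossed pairs, KO PA and WT RO against WT PA and KO RO, for 55.

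**Figure D4:**
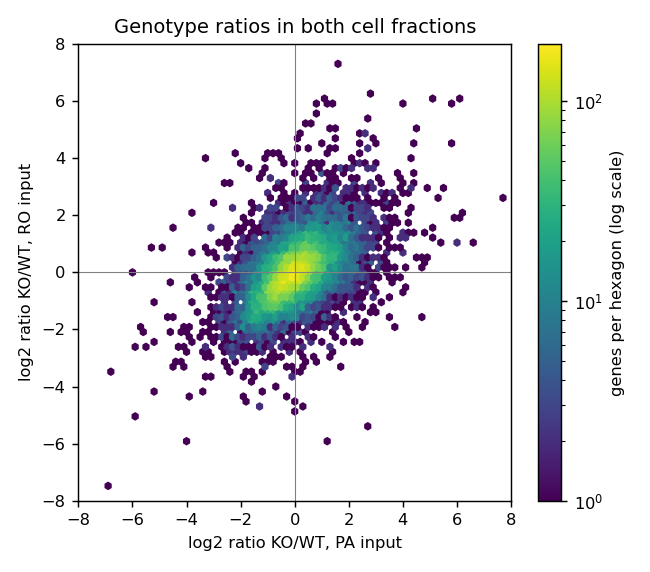
Log2 ratio KO over WT of input counts in PA (horizontal axis) and RO (vertical axis) for the 13677 genes with a CPM of at least 10 in some library; colour gives the number of genes per hexagon on a log scale. The cloud is stretched along the diagonal, with a Pearson r of 0.52 across genes.

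For each cell fraction the 5 genes with the highest and the 5 with the lowest genotype ratio are named, among those with a symbol, a CPM of at least 10 and a count in all 4 libraries. They are extremes of a long ranking, and each had 46 counts or fewer in the lower library. A fold given as at least sets the lower library to 3 counts and leaves out counting error. With counting error the differences may be smaller. In PA the interval of the log2 ratio reached −4.31 for Samd7, −3.89 for AC154760.1 and 3.92 for Dlx6, and in RO −3.78 for Gm13205. In PA the lowest were C920006O11Rik (ENSMUSG00000097574, 394 counts in WT, 6 in KO, log2 ratio −5.53), Samd7 (158 and 2, at least 48.7-fold lower in KO) and AC154760.1 (143 and 3, 44.1-fold lower). The others were Ugt1a5 (131 and 2, at least 40.4-fold lower) and Gm6545 (146 and 4, log2 ratio −4.53). The highest were Gm4994 (ENSMUSG00000082117, 2 counts in WT, 236 in KO, at least 85.1-fold higher), Actrt3 (2 and 128, at least 46.1-fold higher) and Hsfy2 (13 and 440, log2 ratio 4.99). Dlx6 (3 and 126, 45.4-fold higher) and Nfkbil1 (4 and 127, log2 ratio 4.52) followed. Most of these differences were much smaller in RO, where the log2 ratio was −0.97 for Samd7, 0.88 for Ugt1a5, −0.28 for Gm6545, 0.53 for Hsfy2, 0.33 for Dlx6 and 0.44 for Nfkbil1. For C920006O11Rik it was −2.52, for Gm4994 1.97, for AC154760.1 −1.59 and for Actrt3 1.11.

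In RO the lowest were Gm13205 (130 counts in WT, 3 in KO, 41.1-fold lower in KO), Zbtb42 (182 and 5, log2 ratio −4.65) and Gm37819 (ENSMUSG00000104186, 225 and 8, −4.44). Gm15396 (313 and 18, −3.91) and Gm16845 (191 and 13, −3.62) followed. The highest were Bche (2 and 144, at least 50.6-fold higher), Cylc1 (ENSMUSG00000073001; 46 and 743, log2 ratio 4.03), Ikbip (7 and 132, 3.96), Elac1 (12 and 200, 3.92) and Cd93 (20 and 311, 3.90). In PA the log2 ratio was 4.22 for Cylc1 and −3.95 for Gm37819, near their values in RO. It was −1.23 for Gm13205, −0.69 for Gm15396, −1.41 for Gm16845 and 0.75 for Cd93, smaller in size than in RO but of the same sign. It was 0.31 for Zbtb42, 0.44 for Bche, −0.38 for Elac1 and −1.03 for Ikbip.

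Between stages, 9646 of 23979 genes differed at least 2-fold between RO and PA in WT (5160 higher and 4486 lower in RO) and 8104 of 24806 in KO (4350 and 3754). At a CPM of at least 10 they numbered 2588 of 12254 in WT and 1356 of 12470 in KO. The stage ratios of the 2 genotypes had an r of 0.28 across genes at a CPM of at least 10 and 0.08 at a CPM of at least 1. At a CPM of at least 10, log2 CPM correlated across genes with an r of 0.91 between KO PA and KO RO, 0.87 between WT PA and WT RO, 0.84 between WT RO and KO RO, and 0.83 between WT PA and KO PA. Libraries of one genotype were thus closer to each other than libraries of one cell fraction.

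Peak lists and counts were compared gene by gene. The share of genes with a peak rose with the count of the gene in the matching input library. In WT PA it was 3.52% at a CPM of 1 to 3, 24.4% at 10 to 30 and 53.5% at 100 or more, and in KO PA it was 4.18%, 30.6% and 67.0%. The KO to WT ratio of peak numbers rose with the input ratio of the gene. In PA it was 1.14 for genes at least 2-fold lower in KO, 1.30 (1.25 to 1.36) for genes whose log2 input ratio was under 0.5 either way, and 1.95 for genes at least 2-fold higher. In RO the 3 values were 0.671, 0.966 (0.928 to 1.01) and 1.25.

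Genes with a peak in one genotype only had shifted counts. The median log2 ratio KO over WT of 2047 KO-only genes in PA was 0.07, above all 10000 random gene lists of the same size matched on mean expression, whose median was −0.02. That of 674 WT-only genes was −0.29, below all of them (median 0.04). In RO it was 0.10 for 1664 KO-only genes and −0.25 for 1840 WT-only genes, again beyond all random lists. With only the upper part of each list by fold enrichment, from its median up, the KO-only genes in PA lay at −0.03, the 80.5th percentile of their random lists, so that this shift was no longer apart from them. Between stages in WT, 2179 RO-only genes had a median log2 ratio RO over PA of 0.08 and 1129 PA-only genes −0.16, beyond all random lists. In KO, 782 RO-only genes had a median of 0.00, the 55.6th percentile. The median of 1295 PA-only genes was 0.0477, on the side away from the library with the peaks. It lay above the central 95% of the random lists (−0.04 to 0.03), at the 99.95th percentile, and so not beyond all of them.

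The lists of marker genes written before the data were examined could be followed only for members with a symbol. The 13 named m6A enzymes and readers had a median log2 ratio KO over WT of 0.43 in PA (the 99.8th percentile of random lists, 10 genes higher) and 0.27 in RO (the 98.0th, 9 genes higher). Among them Zc3h13 had ratios of 0.82 in PA and 1.35 in RO, Wtap 0.85 and 1.32, and Fto 1.32 and 0.34. Of the 3 genes lower in KO in PA, Virma had −0.54 (0.34 in RO) and Hnrnpa2b1 −0.49. Of the 4 lower in RO, Rbm15b had −0.68. The 5 named spermatid genes had medians of 1.67 in PA and 1.62 in RO, above all random lists. Prm2 rose from a CPM of 80.8 in WT PA to 189 in KO PA and from 106 in WT RO to 341 in KO RO, while Acrv1 was lower in KO in RO (−0.80) and differed by less than counting error in PA (−0.10, −0.26 to 0.07). The 3 named meiotic prophase genes had medians of −1.11 in PA (the 2.69th percentile) and −0.07 in RO (the 69.3rd), the latter 0.11 with counts scaled by library total. The 3 named Leydig genes had medians of −1.82 and −1.83 (the 0.12th and 0.47th percentiles). The 4 named Sertoli genes had medians of 0.17 and 0.31, the 5 other somatic genes 0.19 and 0.69 (the 80.7th and 98.5th percentiles) and the 4 spermatogonial genes 0.67 and 1.76 (the 76.8th and 92.3rd); the last value did not change when Gfra1, with 2 counts in WT RO, was set to its bound.

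Across stages the spermatid genes were higher in RO than in PA, with medians of 0.88 in WT (the 99.2nd percentile) and 0.85 in KO (above all random lists). The prophase genes had medians of −0.23 in WT and 0.36 in KO, the Leydig genes −1.60 and −1.40, the Sertoli genes −0.29 and −0.48, the other somatic genes −0.40 and 0.14, the spermatogonial genes −1.38 and 0.48, and the m6A genes −0.15 in both. Sycp2, a component of the synaptonemal complex of meiotic prophase, had a CPM of 1779 in WT PA, 1516 in WT RO, 824 in KO PA and 931 in KO RO.

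**Figure D5:**
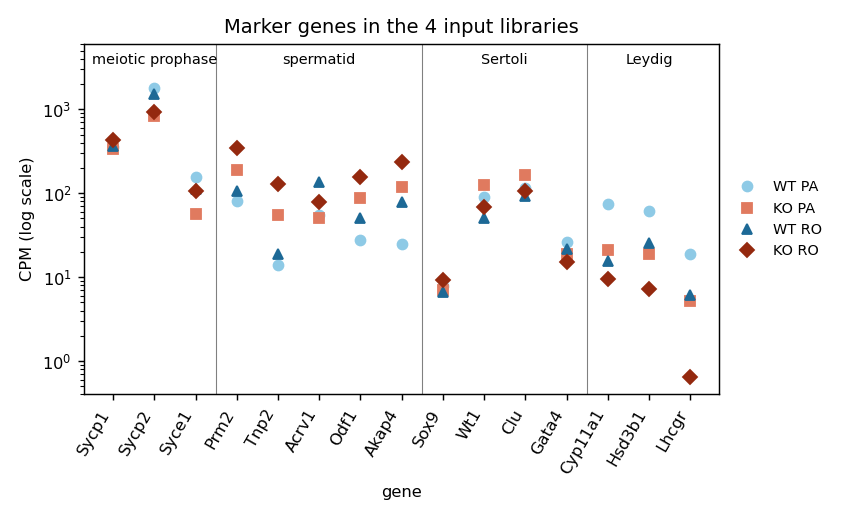
CPM (vertical axis, log scale) of named marker genes (horizontal axis) in the 4 input libraries, 1 point per library. The spermatid genes other than Acrv1 are highest in KO RO, where Prm2 reaches 341, and the 3 Leydig genes are highest in WT PA.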

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

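Effects in 2 groups were set side by side in 43 pairs, and 4 pairs had opposite directions, each beyond its own counting or random-list interval. None of these differences between groups was tested, since each group has 1 library or list. The tests of the false discovery rate limit on peak numbers, of library totals, of the demethylase and of exchanged list names on each result, and that of the counts of PA-only genes, were chosen only after the result was seen.

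The ratio of KO to WT peak numbers was 1.32 in PA and 0.939 in RO. The tables argue against a difference in input counts of the genes as the whole cause of the excess in PA, because the ratio in PA was 1.30 among genes whose log2 input ratio was under 0.5 in size, and 1.17 (1.12 to 1.22) if the names of the KO lists are exchanged. In RO the ratio for such genes was 0.966 (0.928 to 1.01), an interval that includes 1, so that for the lower number in RO this cause is not excluded. Peaks past the p-value limit but not the false discovery rate limit may explain why the directions were opposite: among peaks with a false discovery rate under 0.05 the ratio in RO was 1.04, above 1 as in PA. Other filters did not bring the ratio in RO above 1. With p-values 100 times smaller it was 0.990 (0.959 to 1.02). With a fold of at least 5 it was 0.867, but that filter kept 1195 of the 1233 WT RO peaks with a false discovery rate of 0.05 or more. A common fold limit also acts differently on lists of different depth. With both limits the ratio was 0.974 (0.943 to 1.01), which does not tell the direction. With the lists as named, the false discovery rate limit does not remove the gap in size between 1.04 in RO and 1.39 in PA. An exchange of the names of the KO lists, which stays open as described below, would remove the opposite directions. The ratios would then be 1.18 in PA (1.14 to 1.22) and 1.05 in RO (1.03 to 1.08). Among peaks with a false discovery rate under 0.05 they would be 1.22 (1.18 to 1.26) and 1.19 (1.15 to 1.22). The intervals overlap, so that with both changes the ratios of PA and RO would not be apart. The total count of the input library, smaller for KO in both cell fractions, would not give opposite directions, but because of the names it cannot be excluded either. An effect of the loss of the demethylase stays open and untested. The ratio in RO ran from 0.867 to 1.04 over the settings, and with 1 list per genotype and cell fraction the genotype and the library cannot be told apart. The depth of the immunoprecipitated libraries, which also sets how many peaks pass a limit, was not analysed here.

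The share of peaks in the 5′ untranslated region, KO minus WT, was 0.856 percentage points in PA and −0.736 points in RO. Peaks past the p-value limit but not the false discovery rate limit do not account for it, because the differences among peaks with a false discovery rate under 0.05 were 0.883 and −0.693 points, each still outside its counting interval around 0. The shares rest on 213 peaks in WT PA, 367 in KO PA, 360 in WT RO and 273 in KO RO. With the names of the KO lists exchanged the differences would be 0.247 points in PA (−0.279 to 0.766) and −0.127 in RO (−0.666 to 0.409), both within counting error, so that this result depends on names that stay open. The difference between cell fractions and one between single libraries stay open as untested. The same exchange would put the 3′ share beyond counting error, at 3.32 points in PA (2.04 to 4.60) and −2.76 in RO (−3.95 to −1.57). The coding share in PA would also lie beyond it, at −3.02 points (−4.55 to −1.49). That in RO would stay beyond it, at 5.41 points (4.01 to 6.82).

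Genes with a peak in PA and none in RO had a median log2 ratio RO over PA of −0.157 in WT and 0.0477 in KO. If a peak were found only where the count of the gene is higher, these genes would be lower in RO in both genotypes. The value of 0.0477 in KO lay above the central 95% of the random lists (−0.04 to 0.03). It goes against that if the KO lists carry the right names, which stays open. An exchange of the names of the KO peak lists would turn this shift toward the library with the peaks. It would also put the RO-only genes of KO on the low side. Their median lay at the 55.6th percentile of random lists, inside the random range, so this value cannot tell an exchange and correct names apart. Genes with a peak in the KO RO list only were highest in KO RO, with a median deviation of 0.112 against 0.0746 in KO PA. This goes with the given names. Genes with a peak in the KO PA list only were also highest in KO RO (0.0931, against 0.0474 in KO PA), which goes with an exchange. Together these lists do not decide it. The overlap of the KO lists with the WT lists does not decide it either, with 45.4% of covered sequence shared by WT PA and KO PA and 45.7% by WT PA and KO RO. A biological difference between the genotypes stays open as untested.

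Ikbip had a log2 ratio KO over WT of −1.03 in PA and 3.96 in RO. It had 119 counts in WT PA, 53 in KO PA, 7 in WT RO and 132 in KO RO. Few distinct molecules in the libraries may explain the opposite direction in PA: with counts divided by 15.7 the interval of the ratio in PA ran from −3.85 to 0.76 and included 0. That in RO excluded 0 with this smallest factor, from 0.85 up, but included it, from −0.0498 up, with the factor of 26.8 of its own comparison and range of counts, so that the difference in RO is not apart from the spread between libraries either.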

How the results depend on the processing

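Numbers of genes past 2-fold stayed within 1.5 times of the reported ones under DESeq2 factors, upper-quartile factors, library totals, a prior count of 0.5 and no filter. At a CPM of at least 10 they fell to 3318 (KO against WT in PA), 3092 (in RO), 2588 (RO against PA in WT) and 1356 (in KO), where fewer genes were compared and those had more counts. With counts divided by 15.7, an alternative chosen after seeing the data, the interval excluded 0 for 2198, 2064, 1612 and 507 of the genes past 2-fold. With the factor of each comparison and range of summed counts, also chosen after seeing the data, it did so for 343, 494, 435 and 313. Fewer counts widen every interval by construction, and real differences between libraries raise the factor. Against TMM factors, library totals shifted the median of all genes by 0.32 in PA, 0.18 in RO, 0.11 between stages in WT and −0.03 in KO. In PA they moved the split of genes past 2-fold from 54.4% to 67.8% higher in KO.

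The correlation of genotype ratios between cell fractions was 0.52 at a CPM of at least 10 and 0.18 with a prior count of 0.5, against 0.22, and that of stage ratios between genotypes 0.28 and 0.0677, against 0.08. Ratios of genes with few counts are noisier and weigh more at the smaller prior.

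Median shifts of genes with a peak in 1 genotype, taken relative to their random lists, kept their direction in every setting run. Under the upper part of each list by fold they were 0.0220 for KO-only genes in PA, −0.10 for WT-only genes in PA and −0.17 for WT-only genes in RO. With the same number of best peaks per list they were 0.17 for KO-only genes in PA and in RO and −0.28 for WT-only genes in RO. The cause was not tested. Relative to 0 and not to random lists, the WT-only genes in PA lay at 0.03 with library totals, which shift all genes. Random lists drawn from genes with a peak, chosen after seeing the data, left the percentiles beyond all lists. The marker lists kept their direction relative to random lists under the settings run for them (DESeq2 factors, library totals, a CPM of at least 10 and a prior count of 0.5), except that the spermatogonial list had too few genes at a CPM of at least 10 for a value.

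The KO to WT ratio of peak numbers in PA was 1.37 at a fold of at least 5, 1.39 at a false discovery rate under 0.05 and 1.45 with both limits. In RO it was 0.867 at a fold of at least 5, 0.990 with p-values 100 times smaller and 0.974 with a false discovery rate under 0.05 and a fold of at least 5, and reversed to 1.04 at a false discovery rate under 0.05, which removes 1233 WT and 313 KO peaks. Merging peaks and counting genes in place of peaks left both ratios inside their intervals. The false discovery rate limit, alone and with the fold limit, was chosen after seeing the data.

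Coding share, KO minus WT, went from −1.24 to 0.0193 points in PA with the upper part of each list. At a false discovery rate under 0.05 it went to −2.40 in PA, where its interval then excluded 0, and from 3.64 to 1.93 in RO; the 3′ share went from 1.11 to 1.98 in PA, where its interval then excluded 0, and from −0.548 to 0.485 in RO. The cause was not tested. For the shares of single lists, 13 values in 8 results moved, 9 to a larger and 4 to a smaller share, while no value of a named gene left its interval.

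Shared peaks moved in most settings. For WT PA peaks in the KO PA list (and the reverse), the share was 60.2% (45.5%) with a reciprocal overlap of 50%, 89.3% (75.1%) by gene, 68.9% (50.3%) in the upper part by fold, 72.2% (67.0%) with the same number of peaks and 82.9% at a false discovery rate under 0.05. For WT RO in KO RO it was 40.0% (42.6%), 75.9% (77.7%), 48.7% (51.1%), 60.3% and 61.1%. For WT PA in WT RO it was 47.4% (37.7%), 81.9% (71.5%), 55.3% (44.0%), 59.8% (58.7%), and in the reverse direction 54.7% at that limit. For KO PA in KO RO it was 61.3% (68.8%), 85.1% (90.1%), 61.8% (70.8%), 76.1% (79.1%), and 82.4% in reverse. The looser and stricter definitions move the shares by construction; the KO lists shared more between stages than the WT lists in each setting.

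Median fold rose to 13.2 in WT PA, 18.8 in KO PA, 21.5 in WT RO and 15.7 in KO RO among peaks shared by the genotypes, and to 17.3 in KO PA, 20.2 in WT RO and 14.6 in KO RO among the best 7502 peaks, since both keep stronger peaks.

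No paired analysis was run, and each comparison of 2 groups has 1 sample on each side. Pairing the genotypes by cell fraction was used only to count the genes that separate genotypes, stages or crossed pairs. Not run were the ratio of immunoprecipitated to input counts, Alkbh5 by library, the location of peaks by another annotation, matching on transcript length, the restriction to autosomes and the share of counts on the X chromosome; the last 2 would be void, since under 80% of the genes have a chromosome here.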

Other observations

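The tests of Leydig and other somatic genes, of prophase genes, of spermatid genes and of shared preparation were chosen only after the result was seen; the others were set before their value was seen.

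Genes with few counts differed far more between libraries than counting allows. If each library held few distinct molecules, each read many times, the variance of the ratios would exceed counting error by about the same factor at every level, while differences proportional to the level of a gene would make the factor grow with the count. In the ranges of summed counts from 20 to 640 the largest factor was at most 1.93 times the smallest in each of the 4 comparisons (1.66 for RO against PA in KO, with factors of 15.7 to 26.0). The factor was not constant. Between 20 to 40 and 40 to 80 counts it fell in all 4 comparisons. For RO against PA it fell from 26.0 to 15.7 in KO and from 43.3 to 23.7 in WT. For KO against WT it fell from 36.9 to 23.4 in RO and from 46.9 to 24.8 in PA. From there up to 320 to 640 counts, an 8-fold range, it rose 1.30 times for RO against PA in KO and 1.61 times in WT. For KO against WT it rose 1.67 times in RO and 1.93 times in PA. At 320 to 640 counts it was thus 20.4, 38.2, 39.1 and 47.8 in this order, near the value at 20 to 40 counts or below it. At 2560 counts or more it reached 47.0 for RO against PA in KO and 235 for KO against WT in PA. Few distinct molecules may thus contribute to the spread of genes with low counts. Up to 640 counts a rise of the factor depends on the starting range, and the range of 20 to 40 counts is the less certain start. There 23.3% (RO against PA in KO) to 32.0% (KO against WT in PA) of genes had no count in 1 library. The ratios of such genes rest on the prior. At 40 to 80 counts these shares were 3.83% and 7.82%. The rise from 40 to 80 counts is in the direction that differences proportional to the level would give. The values at 2560 counts or more lie above those at 20 to 40 counts too. They show that few distinct molecules are not the whole cause at high counts. How much other differences between libraries add was not separated. A count of genes at least 8-fold above all 3 other libraries was less informative: it found 11 such genes at a CPM of at least 10, where simulated counting error gave 0, too few to decide. Duplicate handling is not stated for the table, and no biological explanation was tested.

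Genotype ratios correlated between the cell fractions. Chance differences between single libraries would separate the crossed pairs of libraries as often as the genotypes; at a CPM of at least 10 they did so for 55 of 13677 genes against 1036, which argues against chance as the whole cause. At a CPM of at least 1, which adds genes with few counts, the gap was smaller, with 1301 of 27369 genes for the crossed pairs, 1653 for the stages and 3073 for the genotypes. Whether the fractions of a genotype came from the same animals or preparation is not in the labels. With 1 library per genotype and stage, the knockout and a shared preparation cannot be told apart.

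Spermatid genes differed by less than 1 log2 unit in the median between PA and RO. Mixing of cells between the fractions may contribute: the 3 named prophase genes, which should fall after meiosis, had medians of −0.23 in WT and 0.36 in KO from PA to RO, and Sycp1 stayed at a CPM of 360 in WT PA and 364 in WT RO. Transcripts of prophase that persist into round spermatids stay open as another explanation, and the lists rest on 3 and 5 genes.

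Spermatid genes were higher in KO than in WT in 8 of 10 ratios (5 genes in 2 cell fractions), with Acrv1 lower in RO and within counting error of 0 in PA. Mixing of spermatids into the KO fractions could raise Prm2, Tnp2, Odf1 and Akap4 together, but so could an effect of the genotype on these transcripts, and they cannot be told apart with these libraries, since each KO fraction is a single one. The 8 ratios ran from 1.23 to 2.74 on the log2 scale.

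Leydig genes were highest in WT PA for 3 of the 3 named genes. Cyp11a1 had a CPM of 74.8 in WT PA and 20.9, 15.7 and 9.60 in KO PA, WT RO and KO RO, Hsd3b1 had 61.6 and 19.1, 25.8 and 7.13, and Lhcgr 19.0 and 5.26, 6.16 and 0.64. Leydig cells or their RNA in the WT PA sample are a candidate source. Somatic cells in general are not, as only 2 of the 9 named Sertoli and other somatic genes (Gata4 and Myh11) were highest in WT PA. All 3 transcripts had counts in each of the 4 libraries, so their level in spermatogenic cells themselves is not known here, and Star, Cyp17a1 and Insl3, which Leydig cells make in quantity, were not analysed here. Malat1 and Neat1, 2 nuclear RNAs, were also highest in WT PA, with 912335 and 122259 counts, against 303065 and 46430 in KO PA.

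The KO lists of the 2 stages shared more of their peaks than the WT lists. Weak peaks in the WT RO list do not account for it: with the same number of best peaks per list, 59.8% of the WT PA peaks lay in the WT RO list, against 76.1% of the KO PA peaks in the KO RO list. The input libraries of KO were also the closest pair, with an r of 0.91. A difference of the WT RO libraries from the 3 others and an effect of the genotype stay open.

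Genes with a peak in one genotype only had higher counts in that genotype. If finding a peak followed the count of the gene in general, 8 of 8 such sets, stages of one genotype included, would shift toward the library with the peak; 6 did, beyond the range of random lists, and the 2 that did not were those of KO between stages. Those 2 sets depend on the names of the KO lists, for which an exchange stays open. So do the 4 sets between genotypes, which were not rerun with exchanged names. The RO-only set of KO, at the 55.6th percentile of random lists, shifted toward neither library under either naming. Thus 8 of 8 was not met with either naming, though a small shift in this set is not excluded. The sets therefore do not decide whether finding a peak follows the count in general. The share of genes with a peak rose with the count in all 4 lists.

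The X chromosome, largely silenced in pachytene, held 1.97% of the peaks in WT PA (1.68% to 2.31%), 2.39% in KO PA (2.10% to 2.71%), 1.59% in WT RO (1.36% to 1.87%) and 2.62% in KO RO (2.31% to 2.98%). The difference RO minus PA was −0.380 percentage points in WT (−0.793 to 0.0191) and 0.236 points in KO (−0.211 to 0.689), both intervals including 0, so that an effect of stage was not detectable and not excluded. The intervals of KO and WT overlapped in PA and lay apart in RO. No other explanation was tested.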
